# Loss of circRNAs from the *crh‐1* gene extends the mean lifespan in *Caenorhabditis elegans*

**DOI:** 10.1111/acel.13560

**Published:** 2022-01-31

**Authors:** David Knupp, Brian G. Jorgensen, Hussam Z. Alshareef, Jaffar M. Bhat, Jeremy J. Grubbs, Pedro Miura, Alexander M. van der Linden

**Keywords:** aging, *Caenorhabditis elegans*, circRNA, *crh‐1*, reverse complementary match

## Abstract

Accumulation of circular RNAs (circRNAs) during aging occurs on a genome‐wide level for multiple organisms, but its significance is unknown. Generating circRNA loss‐of‐function mutants is difficult because the vast majority of these RNAs are comprised of exons shared with protein‐coding mRNAs. In *Caenorhabditis elegans*, most circRNAs were previously found to accumulate during aging. Two of the most abundant, age‐accumulating circRNAs are generated from exon 4 of the *crh*‐*1* gene (circ‐*crh*‐*1*). Here, we found that the biogenesis of circ‐*crh*‐*1* was regulated by the double‐stranded RNA‐binding protein ADR‐1. We identified Reverse Complementary Match (RCM) sequences in introns flanking circ‐*crh*‐*1*. Using CRISPR‐Cas9, we deleted the downstream RCM and found that this completely eliminated expression of the circRNA without affecting linear mRNA expression from the *crh*‐*1* gene. Remarkably, worms lacking circ‐*crh*‐*1* exhibited a significantly longer mean lifespan. Lifespan was partially restored to wild type by expression of circ‐*crh*‐*1* in neural tissues. Widespread transcriptome alterations in circ‐*crh*‐*1* mutants were identified using RNA‐Seq. Moving forward, intronic RCM deletion using CRISPR should be a widely applicable method to identify lifespan‐regulating circRNAs in *C*.* elegans*.

**Abbreviations**
circRNA: circular RNA
CREB: cAMP response element‐binding protein
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
DEG: differentially expressed genes
mRNA: messenger RNA
RCM: reverse complementary Match
RNA‐Seq: RNA sequencing

## 1 INTRODUCTION, RESULTS, AND DISCUSSION

CircRNAs are a recently appreciated class of RNAs generated by backsplicing (Li et al., 2018). Most characterized circRNAs are produced from exons of protein‐coding genes (Zhang et al., 2014). CircRNAs lack free ends, resulting in greater resistance to exoribonuclease digestion compared to their linear RNA counterparts (Jeck et al., 2013). Interestingly, circRNAs were found to accumulate in the brains of *Drosophila* and rodents during aging (Gruner et al., 2016; Jeck et al., 2013; Zhou et al., 2018). Previously, we demonstrated that the majority of circRNAs expressed in *Caenorhabditis elegans* also accumulate during aging and that several age‐accumulated circRNAs are generated from genes with known roles in lifespan regulation (Cortes‐Lopez et al., 2018). One of these genes, *crh*‐*1*, encodes an ortholog of the cAMP Response Element‐Binding Protein (CREB) which plays a role in longevity (Chen et al., 2016; Lakhina et al., 2015). We previously reported that the two abundant circRNAs generated from the *crh*‐*1* gene greatly increase in abundance during aging (i.e., *cel_circ_0000438* and *cel_circ_0000439*) (Cortes‐Lopez et al., 2018). These circRNAs differ only in six nucleotides as a result of an alternative splice acceptor site and are collectively referred to from here on as circ‐*crh*‐*1* (Figure 1a).

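In the WBcel235 annotation, crh-1 (WBGene00000793) lies on the plus strand of chromosome III from 11657767 to 11693981 and has 7 transcripts. The exon that forms the circRNAs is present in 6 of them, numbered exon 4 in 5 transcripts and exon 3 in the other. With the upstream splice acceptor, which 1 transcript uses, the exon spans 11688126 to 11688336 and is 211 nt long. With the downstream acceptor, which 5 transcripts use, it spans 11688132 to 11688336 and is 205 nt long. The acceptors are 6 nt apart, and the splice donor is the same in all 6 transcripts. Where the exon is numbered 4, exon 3 spans 11685210 to 11685303 and exon 5 spans 11691293 to 11691508. The intron upstream is 2822 nt long, measured to the upstream acceptor, and the intron downstream is 2956 nt long. In the count table that the authors deposited, crh-1 is counted over 11 exon intervals between 11657738 and 11693837, with an exonic length of 2051 nt. The table lists the exon as 11688126 to 11688336. Reads on this exon enter the single count of the gene, whichever RNA they came from.

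**Figure D1:**
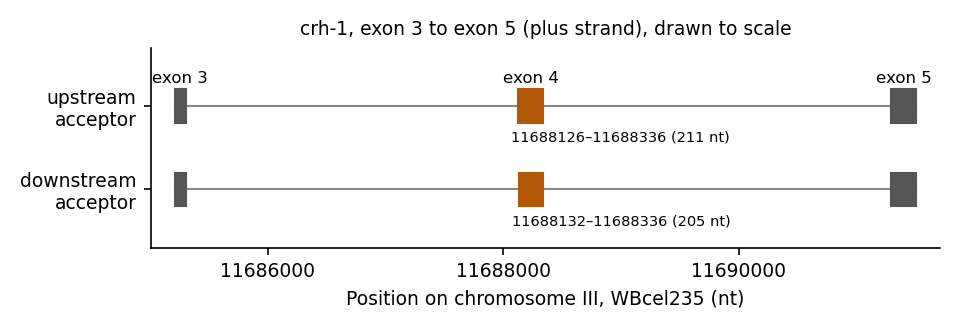
Map of crh-1 from exon 3 to exon 5 on chromosome III of WBcel235, drawn to scale with position in nt on the horizontal axis and one line for each splice acceptor of exon 4. Exon 4 (orange) starts at 11688126 or at 11688132 and ends at 11688336 on both lines.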

**FIGURE 1:**
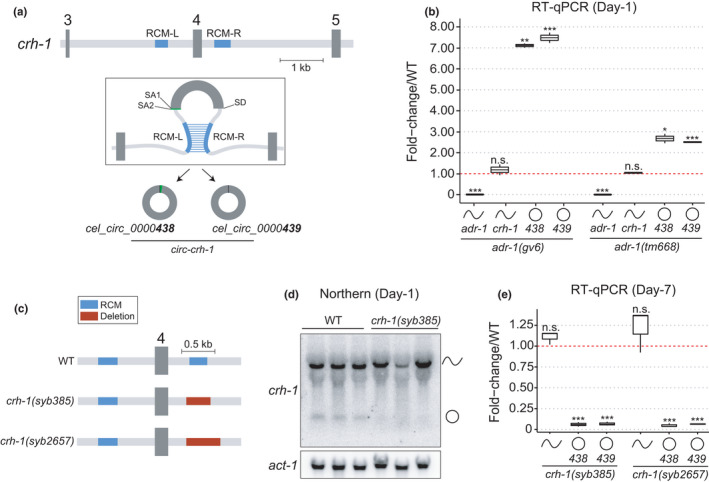
circ‐*crh*‐*1* regulation by ADR‐1 and generation of CRISPR/Cas9 deletion alleles. (a) Schematic showing exon 3 to exon 5 of *crh*‐*1* gene (chrIII:11685086–11691812). Two circRNAs are generated by backsplicing of exon 4, using two alternative splice acceptors (SA) and one shared splice donor (SD). Reverse complementary matches (RCM‐L and RCM‐R) predicted to facilitate backsplicing of *crh*‐*1* circRNAs are shown as blue rectangles. (b) Mutations in *adr*‐*1* result in increased expression of circ‐*crh*‐*1* but not linear *crh*‐*1* in day‐1 adult worms, as determined by RT‐qPCR. Linear *adr*‐*1* transcripts are not expressed in *adr*‐*1* *(* *gv6* *)* or *adr*‐*1* *(* *tm668* *)* mutant alleles as expected. *n* = 2 independent biological samples. (c) Schematic of *crh*‐*1* exon 4 and flanking intronic sequences from either wild‐type (WT) or *crh*‐*1* circRNA mutant genotypes. Intronic deletions targeting the downstream RCM‐R region were introduced by CRISPR/Cas9 and are presented as red rectangles. (d) Northern analysis of day‐1 adult whole worms using dsDNA probe complementary to *crh*‐*1* exon 4. Signal from *crh*‐*1* circRNAs is absent in *crh*‐*1(syb385)* mutant worms compared to wild type. (e) RT‐qPCR expression analysis of linear and circular *crh*‐*1* transcripts in day‐7 adult *crh*‐*1* circRNA mutants compared to wild‐type worms. Both circRNAs are significantly reduced compared to wild type, whereas the *crh*‐*1* linear RNA is unchanged. *n* = 3 independent biological samples. For RT‐qPCR expression analyses, data were normalized to *cdc42* mRNA and are represented as mean ± SEM; n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001. Strains used in this study are found in Table S1. RT‐qPCR and northern blot primers can be found in Table S2. Also see Figure S1

For certain circRNAs, RCMs within flanking introns facilitate backsplicing ostensibly by bringing the splice donor and acceptor sites into closer proximity (Jeck et al., 2013). The two *crh*‐*1* circRNAs generated from exon 4 of the *crh*‐*1* gene are flanked by long introns that contain sequences complementary to one another (RCM‐L and RCM‐R) (Figure 1a, Figure S1a). ADAR is a double‐stranded RNA‐binding protein that when knocked down increases the expression of some circRNAs in mammalian cells (Ivanov et al., 2015; Rybak‐Wolf et al., 2015). We investigated *crh*‐*1* expression in two independent ADAR null mutant alleles, *adr*‐*1(gv6)* and *adr*‐*1(tm668)* (Hundley et al., 2008; Tonkin et al., 2002). RT‐qPCR analysis of whole worms showed that circ‐*crh*‐*1* expression was significantly increased in both *adr*‐*1* mutants, whereas linear *crh*‐*1* mRNA was unchanged (Figure 1b). These data demonstrate that ADR‐1 negatively regulates circ‐*crh*‐*1*, most likely through interacting with intronic RCMs.

Generating circRNA loss‐of‐function organisms is challenging because circRNAs are derived from protein‐coding genes, and thus attempts to disrupt circRNA expression can interfere with the biogenesis of protein‐coding transcripts. Recently, CRISPR/Cas9 was used to delete RCMs in the introns flanking mouse circ*Kcnt2* which abolished the circRNA and did not affect the linear RNA (Liu et al., 2020). We similarly used CRISPR/Cas9 to generate a 377 bp deletion overlapping the RCM‐R region to generate the *crh*‐*1(syb385)* mutant strain (Figure 1c). To confirm the loss of circ‐*crh*‐*1*, we performed northern blot analysis and found circ‐*crh*‐*1* to be undetectable, whereas linear *crh*‐*1* expression persisted (Figure 1d). By RT‐qPCR analysis, circ‐*crh*‐*1* expression was barely detectable in *syb385* mutants in both 1‐ and 7‐day‐old adult worms (Figure 1e and Figure S1b). Importantly, we found that expression of linear *crh*‐*1* was not significantly affected (Figure 1e and Figure S1b). In addition, we generated *adr*‐*1(gv6)*; *crh*‐*1(syb385)* double mutants and examined whether suppression of circ‐*crh*‐*1* by ADR‐1 depends on RCM base‐pairing. We found that in contrast to *adr*‐*1(gv6)* mutants, circ‐*crh*‐*1* expression in these double mutants remained unchanged compared to *crh*‐*1(syb385)* (Figure 1b and Figure S1b). Together, this suggests that RCMs are likely required for ADR‐1 regulation of circ‐*crh*‐*1* biogenesis. Next, we generated a second independent allele, *crh*‐*1(syb2657)*, which was designed to delete a slightly larger portion of the intronic region surrounding the RCM‐R sequence (Figure 1c), and confirmed by RT‐qPCR that only the circle and not mRNA from the *crh*‐*1* gene was altered (Figure 1e and Figure S1c). These two alleles, thus, represent genuine circRNA‐specific loss‐of‐function mutants.

To directly test whether circ‐*crh*‐*1* plays a role in aging, we performed lifespan experiments at 20ºC for both *crh*‐*1(syb385)* and *crh*‐*1(syb2657)* mutant worms. Hundreds of circRNAs dramatically increase in expression during aging (Cortes‐Lopez et al., 2018). Remarkably, the removal of just circ‐*crh*‐*1* caused a significant extension of mean lifespan compared to wild‐type controls for both alleles (*syb385*, 11.5% extension, *p* < 0.0001; *syb2657*, 9.8% extension, *p* < 0.001) (Figure 2a, Table S3). This suggests that circ‐*crh*‐*1* might contribute to age‐related decline. Expression of circ‐*crh*‐*1* under control of the germline promoter *pie*‐*1* or the pan‐neural promoter *rab*‐*3* restored circ‐*crh*‐*1* expression levels in *syb385* mutants (Figure S2a,b,d). Expression of circ‐*crh*‐*1* driven by *rab*‐*3*, but not *pie*‐*1*, was able to partially rescue the lifespan phenotype observed in *syb385* mutants (Figure 2b, Figure S2c and Table S3). These results indicate that circ‐*crh*‐*1* expression in neurons is an important determinant of *C*. *elegans* lifespan.

**FIGURE 2:**
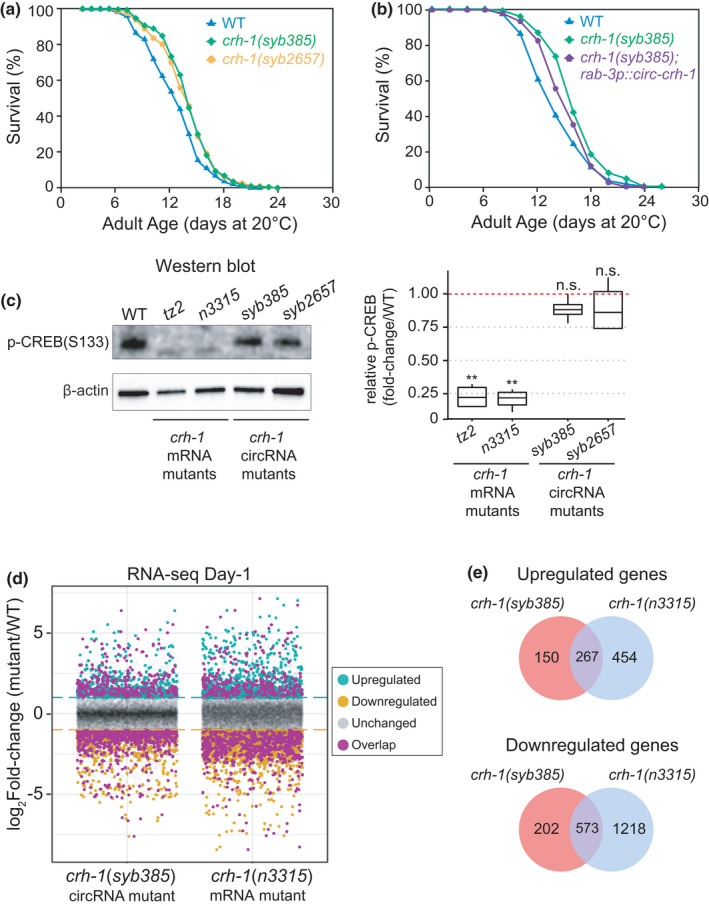
Loss of circ‐*crh1* extends *Caenorhabditis elegans* lifespan and alters the transcriptome. (a) Loss of *crh*‐*1* circRNAs extends the mean lifespan. Lifespan curves for *crh*‐*1(syb385)* mutants (11.5% increase vs. wild type, *p* < 0.0001, Mantel‐Cox log‐rank test) and *crh*‐*1(syb2657)* mutants compared to wild type (9.8% increase vs. wild type, *p* < 0.001, Mantel‐Cox log‐rank test). *n* = 3 independent lifespan assays were performed with *n* > 150 animals for each assay and genotype in the absence of FUdR (see Supporting Information). (b) Lifespan curves for worms overexpressing circ‐*crh*‐*1* in *rab*‐*3*‐expressing neurons compared to wild‐type and *crh*‐*1(syb385)* mutants. There is a non‐significant difference in mean lifespan between wild‐type and *crh*‐*1(syb385)*; *rab*‐*3p*::*circ*‐*crh*‐*1* transgenic worms (*p* = 0.0131; Mantel‐Cox log‐rank test), as well as between *crh*‐*1(syb385)* and *crh*‐*1(syb385)*; *rab*‐*3p*::*circ*‐*crh*‐*1* transgenic worms (*p* = 0.0456; Mantel‐Cox log‐rank test). *n* = 2 independent lifespan assays were performed with *n* > 100 animals for each assay and genotype in the absence of FUdR (see Supporting Information). See Table S3 for lifespan statistics. (c) (*Left*) Phosphorylated CRH‐1 protein levels were absent in *crh*‐*1* null or loss‐of‐function mutants (*tz2*, *n3315*) but unaffected in *crh*‐*1* circRNA mutants (*syb385*, *syb2657*). A representative western blot is shown. The signal indicates p‐CRH‐1 using an antibody directed against mammalian p‐CREB (Ser 133) (top panel). ß‐actin loading control is shown below. (*Right*) Quantification of p‐CREB expression in 1‐day‐old adult worms. Data are normalized to wild type and represented as the mean ± SEM; n.s., not significant, **p < 0.01; *n* = 4 independent biological replicates. (d) RNA‐Seq analysis showing mRNA expression changes in *crh*‐*1(syb385)* and *crh*‐*1(n3315)* versus wild‐type day 1 adult worms. Significantly downregulated and upregulated genes (Log_2_ fold‐change >2, adj. *p* < 0.05) are shown as orange and green dots, respectively. Genes that were differentially expressed in both genotypes relative to wild‐type worms are shown as purple dots. *n* = 4 biological replicates per genotype. (e) Overlap of differentially expressed genes between *crh*‐*1(syb385)* and *crh*‐*1(n3315)* mutants versus wild‐type worms. Also see Figure S2

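With the threshold of the legend, a log2 fold change above 2 in either direction and an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 78 genes were upregulated and 149 downregulated in crh-1(syb385). There were 137 and 489 in the libraries labelled n3315, and 44 upregulated and 101 downregulated genes were shared. Between the mutants, 65 genes were higher and 53 lower in the libraries labelled n3315. The Supplemental Methods give a 2.0 fold-change, which is a log2 fold change of 1, as the threshold.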

To demonstrate that lifespan extension observed in *crh*‐*1* circRNA mutants was independent of CRH‐1 protein expression, we measured phosphorylated CRH‐1 protein (p‐CREB) via western blot. As expected, p‐CREB was undetectable in null *crh*‐*1(n3315)* and *crh*‐*1(tz2)* mRNA mutants (Figure 2c). p‐CREB expression was not altered in circ‐*crh*‐*1* mutants compared to wild type (Figure 2c). Similarly, we observed that the expression of circ‐*crh*‐*1* was unchanged in the p‐CREB protein null condition (Figure S2e). Together, these data suggest that p‐CREB is not regulated by circ‐*crh*‐*1* and likewise, CREB does not regulate circ‐*crh*‐*1* biogenesis. However, we cannot eliminate the possibility that circ‐*crh*‐*1* and CREB might regulate one another at particular timepoints or in specific tissues not examined here.

As previously reported (Chen et al., 2016; Templeman et al., 2020), p‐CREB mRNA mutants (*n3315* and *tz2*) are short‐lived, whereas we observed a longer mean lifespan for circ‐*crh*‐*1* mutants (Figure 2a). In order to identify transcriptomic differences that might contribute to the opposing lifespan phenotypes in p‐CREB mRNA mutants versus circ‐*crh‐1* mutants, we turned to RNA‐Seq analysis. 

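RNA from whole worms at day 1 of adulthood was sequenced for 3 genotypes with 4 independent biological replicates each, 12 libraries in all. The genotypes were wild type (N2), crh-1(syb385), in which a CRISPR/Cas9 deletion in an intron of crh-1 removes circ-crh-1, and crh-1(n3315), which the paper describes as a p-CREB mRNA mutant. The Supplemental Methods describe a move of L4 larvae to plates with 25 µM FUdR, which prevents progeny, unless indicated otherwise. The sample labels name no FUdR, so whether these worms were exposed to it is not known here. The libraries were poly(A)-selected and read from both ends. The authors aligned the reads to WBcel235 with STAR v2.7.5a and counted them on the exons of each gene with FeatureCounts v1.5.0. The paper's text does not name whether the counting used strand. The authors deposited the raw count of each of 46748 genes, without normalization. Total counts per library ranged from 16348586 to 22174508 in wild type (median 19929673), from 18172086 to 21404887 in crh-1(syb385) (median 20034351) and from 20296003 to 25369267 in the libraries labelled crh-1(n3315) (median 21518814). PCR copies cannot be told from independent molecules in these counts, so limits drawn from a count cover counting error only. At least 1 count was present for 23365 genes. Of these, 14511 passed edgeR's filter on low counts (filterByExpr, with a minimum count of 10 and a minimum total of 15) and were tested, 13847 of them protein coding and 432 pseudogenes. Counts were normalized by edgeR's TMM method and all 12 libraries entered one fit with genotype as its only term. Genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As in the Supplemental Methods, a gene was called differentially expressed at an adjusted p under 0.05 and a change of at least 2-fold.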

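The targeted gene, crh-1, had 745 to 1050 counts per wild-type library, 789 to 958 per crh-1(syb385) library and 951 to 1130 per library labelled crh-1(n3315). Its TMM-normalized level in CPM was 42.4 ± 4.06 (SD, n = 4) in wild type, 44.8 ± 1.41 (SD, n = 4) in crh-1(syb385) and 50.1 ± 2.41 (SD, n = 4) in the libraries labelled crh-1(n3315). Against wild type, the log2 fold change in crh-1(syb385) was 0.08 (standard error 0.10, adjusted p = 0.64 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.24 in the libraries labelled crh-1(n3315) (standard error 0.10, adjusted p = 0.0572 from the same test). This adjusted p was 0.0468 with DESeq2 on all 12 libraries, 0.048 with DESeq2's size factors in edgeR and 0.0268 without wild type replicate 2. Over all alternatives that tested for any change it lay between 0.0268 and 0.142. A count of the whole gene does not resolve a deletion inside it, and crh-1 was not lowered in the libraries labelled crh-1(n3315). The counts therefore give no check of that genotype, and these libraries are named by their label throughout. The count of crh-1 gives no check of crh-1(syb385) either, since its deletion lies in an intron.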

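Against wild type, 325 genes were upregulated and 650 downregulated in crh-1(syb385), so 66.7% of its DEGs were lower than in wild type. There were 605 upregulated and 1625 downregulated genes in the libraries labelled n3315, and 72.9% of these DEGs were lower. Over all tested genes, the 4 libraries of one genotype all lay above the 4 of the other for 18.7% of genes in crh-1(syb385) against wild type and for 38.7% in the libraries labelled n3315, where chance gives 2.86%. Among the DEGs, which are selected for a difference, 777 in crh-1(syb385) (79.7%) and 1933 in the libraries labelled n3315 (86.7%) had libraries that did not overlap. With the 2-fold threshold inside the test (edgeR's glmTreat), these counts were much lower. It left 34 upregulated and 87 downregulated genes in crh-1(syb385), and 129 and 496 in the libraries labelled n3315. The counts of crh-1(syb385) also depended on single wild-type libraries. Without wild type replicate 3, 517 genes were upregulated, and without wild type replicate 1, 426 were downregulated. In a principal component analysis of the log2 CPM of the tested genes, the first component held 37.4% of the variance and separated the 3 genotypes. Wild type lay between -70.0 and -47.3 on it, crh-1(syb385) between 2.01 and 17.5, and the libraries labelled n3315 between 39.3 and 53.6. On the second component, which held 17.6%, wild type replicate 3 lay at -44.4 and the other wild-type libraries between 12.9 and 43.7.

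**Figure D2:**
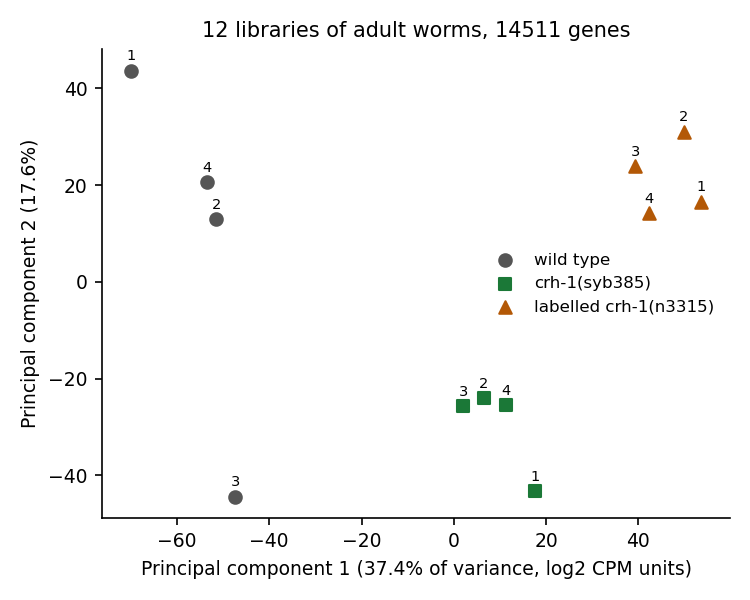
Principal components of the log2 CPM of 14511 genes in the 12 libraries, with the first component on the horizontal axis and the second on the vertical axis, both in log2 CPM units. Each point is a library, numbered by replicate, and the genotypes occupy separate ranges of the first component.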

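The genes described singly are those with the largest changes among DEGs whose libraries did not overlap between the genotypes and whose higher mean was at least 1 CPM. In crh-1(syb385), the largest rise was that of amt-1 (WBGene00000133; chromosome X, 4571448 to 4573914), from 0.464 ± 0.209 CPM (SD, n = 4) in wild type to 10.6 ± 2.13 CPM (SD, n = 4). Its log2 fold change was 4.52 (standard error 0.40, adjusted p = 8.53e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5.00 in the libraries labelled n3315. W10G11.3 (WBGene00021136; chromosome II, 3561747 to 3562565) rose by 4.20 on the log2 scale (standard error 0.63, adjusted p = 0.000415) in crh-1(syb385) and by 3.83 in the libraries labelled n3315. WBGene00001706, for which the name table gives no symbol (chromosome V, 16990810 to 16991459), rose by 3.81 (standard error 0.62, adjusted p = 0.000808) and by 5.28. Both genes had most of their wild-type counts in replicate 3, and without that library their log2 fold changes were 6.09 and 5.55 in crh-1(syb385) and 5.72 and 7.03 in the libraries labelled n3315. The largest fall was that of T22F3.11 (WBGene00020700; chromosome V, 3612173 to 3614551), with a log2 fold change of -7.57 (standard error 1.02, adjusted p = 0.000188) in crh-1(syb385) and -5.71 in the libraries labelled n3315. Its wild-type level was 23.3 ± 28.0 CPM (SD, n = 4), and without wild type replicate 1 the log2 fold changes were -6.28 and -4.43. Without crh-1(syb385) replicate 2 the first was -8.32. The lysozyme gene ilys-3 (WBGene00016670; chromosome IV, 2464471 to 2465440) had a log2 fold change of -6.44 (standard error 0.75, adjusted p = 5.72e-05) in crh-1(syb385) and -2.57 in the libraries labelled n3315. Without wild type replicate 1 these values were -5.60 and -1.74. W02D7.11 (WBGene00020946; chromosome V, 8302887 to 8304469) had at most 1 count in any mutant library. It was at least 10.0-fold lower in crh-1(syb385) and at least 10.9-fold lower in the libraries labelled n3315, computed against a floor of 3 counts per library.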

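In the libraries labelled n3315, scl-24 (WBGene00008575; chromosome V, 17486431 to 17487327) had no count in wild type and 16 to 33 counts per library, a rise of at least 8.75-fold against the floor of 3 counts. In crh-1(syb385) scl-24 had 0 to 6 counts per library, at least 1.12-fold higher (adjusted p = 0.0282 from edgeR's quasi-likelihood test). That call was lost in several fits that left out 1 library (adjusted p up to 0.0768). F26A1.8 (WBGene00017806; chromosome III, 4820798 to 4822226) rose from 0.340 ± 0.234 CPM (SD, n = 4) in wild type to 46.6 ± 5.95 CPM (SD, n = 4) in the libraries labelled n3315. Its log2 fold change was 7.02 (standard error 0.43, adjusted p = 3.56e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In crh-1(syb385) the log2 fold change of F26A1.8 was 0.27 (standard error 0.58, adjusted p = 0.797), and its sign reversed without wild type replicate 3 (-0.04) or crh-1(syb385) replicates 1 or 3 (-0.01 and -0.18). The third rise was that of plep-1 (WBGene00021797; chromosome II, 4309837 to 4312215), by 5.34 on the log2 scale (standard error 0.60, adjusted p = 9.91e-06), or by 6.00 without wild type replicate 2. Its log2 fold change in crh-1(syb385) was 2.04 (adjusted p = 0.0431), or 2.696 without wild type replicate 2, and this call was lost in 9 of the 12 fits that each left out 1 library (adjusted p from 0.0502 to 0.139). Among the falls, chil-18 (WBGene00011161; chromosome II, 9448273 to 9449726) had no count in the libraries labelled n3315 and was at least 20.9-fold lower than in wild type. In crh-1(syb385) the log2 fold change of chil-18 was -4.98 (adjusted p = 0.00407), and its only counts there were 7 in replicate 4. The metallothionein gene mtl-1 (WBGene00003473; chromosome V, 6691369 to 6691863) went from 63.1 ± 38.6 CPM (SD, n = 4) in wild type to 0.203 ± 0.181 CPM (SD, n = 4) in the libraries labelled n3315. Its log2 fold change was -8.18 (standard error 0.63, adjusted p = 3.53e-07). In crh-1(syb385) its log2 fold change was -5.15 (adjusted p = 1.23e-05). The C-type lectin gene clec-11 (WBGene00008294; chromosome I, 12459499 to 12460903) was at least 9.65-fold lower in the libraries labelled n3315 and at least 8.88-fold lower in crh-1(syb385).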

We sequenced 1‐day‐old adult worms from *crh*‐*1(syb385)* and *crh*‐*1(n3315)* mutant backgrounds (Table S4) and identified hundreds of differentially expressed genes (DEGs) when compared to wild‐type controls (Figure 2d and Table S5). To our surprise, we discovered a significant overlap (*p* < 0.0001; Fisher's exact test) for both upregulated and downregulated genes between *syb385* and *n3315* mutant alleles (Figure 2d,e). 

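The genotypes shared 217 upregulated genes, where 13.6 would be shared if the sets were independent among the tested genes (odds ratio 71.3, 95% confidence interval 55.2 to 92.5, p = 1.2e-231, two-sided Fisher's exact test). Another 108 genes were upregulated only in crh-1(syb385) and 388 only in the libraries labelled n3315. The shared downregulated genes numbered 534 against 72.8 by chance (odds ratio 53.8, 95% confidence interval 43.6 to 67.0, p below 1e-300 from the same test), with 116 only in crh-1(syb385) and 1091 only in the libraries labelled n3315. Genes are not independent replicates, so these p-values describe genes, not worms. K09F6.9 alone was called in opposite directions, with a log2 fold change of -1.29 in crh-1(syb385) and 1.77 in the libraries labelled n3315, and was chosen after its values were seen. It is counted among the genes downregulated only in crh-1(syb385) and among those upregulated only in the libraries labelled n3315. Its call in crh-1(syb385) (adjusted p = 0.0464) was lost in 9 of the 12 fits that each left out 1 library, with an adjusted p of up to 0.135. The threshold inside the test lowered the shared counts most, to 23 upregulated and 78 downregulated genes. Leaving out wild type replicate 3 gave 334 shared upregulated genes, and leaving out wild type replicate 1 gave 347 shared downregulated genes. Of the 751 shared genes, 546 (72.7%) changed more in the libraries labelled n3315. Over all 751, the size of the log2 fold change was larger there by a median of 0.32.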

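Both comparisons used the same 4 wild-type libraries, whose chance deviations enter both sets of log2 fold changes. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.734 (jackknife standard error 0.0588 over 12 libraries) and a Spearman correlation of 0.704, and 76.2% of genes had the same sign. In 20 simulations of 3 unchanged groups with the spread of the real libraries, the shared wild type alone gave a median Pearson correlation of 0.672 (range 0.657 to 0.680) and the same sign for 77.3% of genes. The simulations gave at most 1 shared upregulated and 1 shared downregulated gene. At most 3 genes were called in either simulated mutant, so few could be shared. These numbers therefore do not show how far shared wild-type libraries raise the overlap of real DEGs. Each gene was drawn independently, so the simulations leave out variation that genes share. When each mutant was compared with different wild-type libraries, over all 6 ways to divide them, the median numbers of shared genes were 142 upregulated (range 126 to 164) and 342.5 downregulated (range 250 to 513). The median odds ratios were then 31.4 for upregulated genes (range 7.27 to 63.4) and 25.5 for downregulated genes (range 17.2 to 42.7), so the first depended strongly on which wild-type libraries were used. The median Pearson correlation was 0.461 (range 0.342 to 0.549).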

Gene ontology analysis of the 267 shared upregulated genes showed significant enrichment of collagen‐encoding genes (Figure 2e and Table S6). 

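A list of cuticle collagen genes (all genes named col with a number and the bli, dpy, lon, ram, rol and sqt collagens) had 133 tested members. Of the 217 shared upregulated genes, 20 (9.22%) were on this list, against 0.917% of all tested genes, where 1.99 would be shared by chance. The odds ratio was 12.7 (95% confidence interval 7.34 to 21.1, p = 8.0e-15, two-sided Fisher's exact test). In crh-1(syb385), 48 collagen genes were DEGs over all genes tested, 43 of them upregulated, and 57 were DEGs when adjusted over the list alone. Of the list, 40 genes were DEGs in the libraries labelled n3315, both over all genes tested and adjusted over the list alone, 24 upregulated and 16 downregulated. The number of shared collagen genes depended on single wild-type libraries: it was 10 without replicate 1 (odds ratio 6.88), 13 without replicate 4 and 45 without replicate 3 (odds ratio 24.8). With a log2 fold change above 2 required, col-110 and col-158 were the 2 collagen genes left (odds ratio 5.21, p = 0.0614, Fisher's exact test), and with the threshold inside the test col-103 alone remained. The median log2 fold change of the list was 0.90 in crh-1(syb385), where 104 collagen genes were higher than in wild type. It was 0.57 in the libraries labelled n3315, where 94 were higher, but 0.20 without n3315 replicate 1. By limma's camera with a preset correlation of 0.01, the adjusted p of the list was 1.59e-11 in crh-1(syb385) and 0.0158 in the libraries labelled n3315. The first call held under fry (adjusted p = 0.0233) and the second did not (adjusted p = 0.401), and neither held with an estimated correlation (0.41 and 0.748). The mean log2 CPM of the list was 2.88 ± 0.48 (SD, n = 4) in wild type, 3.76 ± 0.253 (SD, n = 4) in crh-1(syb385) and 3.25 ± 0.417 (SD, n = 4) in the libraries labelled n3315.

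**Figure D3:**
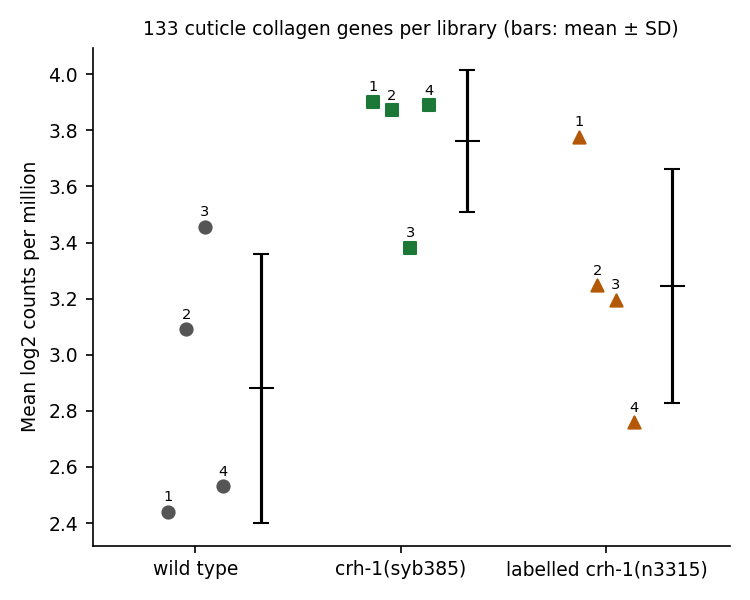
Mean log2 CPM of 133 cuticle collagen genes (vertical axis) in each library by genotype, numbered by replicate, with the mean and SD of the 4 libraries beside them. Wild type lies between 2.44 and 3.46, crh-1(syb385) between 3.38 and 3.90, and the libraries labelled n3315 between 2.76 and 3.78, so the ranges overlap.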

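The collagen genes whose smaller rise was largest were col-158, col-110, col-93, col-103 and col-43. The most abundant, col-93 (WBGene00000668; chromosome III, 10984555 to 10985608), rose from 389 ± 242 CPM (SD, n = 4) in wild type to 1552 ± 114 CPM in crh-1(syb385) and 1857 ± 162 CPM in the libraries labelled n3315. Its log2 fold changes were 2.00 (standard error 0.35, adjusted p = 0.00121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.26 (standard error 0.35, adjusted p = 0.000146). Next in abundance, col-103 (WBGene00000677; chromosome IV, 762412 to 763678) rose from 92.4 ± 42.5 CPM to 482 ± 48.6 CPM (log2 fold change 2.38, adjusted p = 3.45e-05) and 319 ± 73.3 CPM (1.79, adjusted p = 7.84e-05). The other collagen genes were below 3 CPM in every genotype. The log2 fold changes of col-158 (WBGene00000731; chromosome V, 11829582 to 11831222) were 2.99 (adjusted p = 0.00364) and 2.63 (adjusted p = 0.0028). For col-110 (WBGene00000684; chromosome IV, 4608210 to 4609679) they were 3.50 (adjusted p = 0.0055) and 2.56 (adjusted p = 0.0136), and for col-43 (WBGene00000620; chromosome V, 8049744 to 8050893) 2.57 (adjusted p = 0.0086) and 1.83 (adjusted p = 0.0228). Without wild type replicate 4, the values of these 3 genes were 3.91, 4.74 and 3.49 in crh-1(syb385) and 3.55, 3.80 and 2.75 in the libraries labelled n3315. The call of col-43 in the libraries labelled n3315 was lost without n3315 replicate 1 (adjusted p = 0.0786) and with only the 2 groups compared in the fit (adjusted p = 0.0577). Over the alternatives that tested for any change, its adjusted p lay between 0.00354 and 0.0786. Genes on the opposite strand overlap col-158 (nphp-4) and col-110 (nspg-10), so their counts are uncertain if the counting did not use strand.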

Upregulation of collagens is a shared feature found in several different long‐lived mutants (Ewald et al., 2015). While this finding is supportive of the increased lifespan observed in *crh*‐*1(syb385)* mutants described here, *crh*‐*1(n3315)* mutants have a reduced lifespan. Hence, other differentially expressed genes unique to each mutant genotype (e.g., non‐overlapping DEGs) are likely responsible for determining *C*. *elegans* overall lifespan.

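The collagen genes were also compared between the mutants. Between the libraries labelled n3315 and crh-1(syb385), 10 of the 133 tested collagen genes differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 10 lower in the libraries labelled n3315. Of these, 9 changed at least 2-fold, and the same number was called when adjusted over the list alone. In all, 106 collagen genes were lower in the libraries labelled n3315, with a median log2 fold change of -0.46, or -0.72 without n3315 replicate 1. By camera the adjusted p of this difference was 1.85e-05, and it did not hold under fry (adjusted p = 0.108) or with an estimated correlation (adjusted p = 0.619). Of the 20 shared upregulated collagen genes, 13 rose more in crh-1(syb385). Another 23 collagen genes were among the 108 genes upregulated only in crh-1(syb385) (odds ratio 35.1, 95% confidence interval 20.4 to 58.7, p = 1.8e-25, two-sided Fisher's exact test). Of these 23, 0 differed between the mutants at an adjusted p under 0.05, and 8 did at an unadjusted p under 0.05. Upregulation only in the libraries labelled n3315 was seen for 4 collagen genes (odds ratio 1.13, p = 0.78, Fisher's exact test).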

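Whether a gene differs between the mutants was tested by comparing them directly. Between the libraries labelled n3315 and crh-1(syb385), 216 genes were higher and 347 lower in the former. For 528 of these 563 genes (93.8%), the libraries of the mutants did not overlap. Without n3315 replicate 2, 140 genes were higher and 210 lower. A gene counts here as called only in 1 mutant if the other mutant had no call in the same direction, so both sets include K09F6.9. Of the 224 genes called only in crh-1(syb385), 54 (24.1%) differed between the mutants at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 224, 203 (90.6%) changed in the same direction in the libraries labelled n3315, and 70 had an adjusted p under 0.05 against wild type. Of the 1479 genes called only in the libraries labelled n3315, 637 (43.1%) differed between the mutants. In crh-1(syb385), 1378 of them (93.2%) changed in the same direction, 356 with an adjusted p under 0.05. The shared wild-type libraries raise these shares, since the genes were selected for a change against them. With different wild-type libraries for each mutant, over the 6 assignments, a median of 78.6% of the genes called only in crh-1(syb385) (range 70.9% to 89.0%) and 87.0% of those called only in the libraries labelled n3315 (range 70.4% to 91.7%) changed in the same direction. The median log2 fold change of the 1091 genes downregulated only in the libraries labelled n3315 was -1.44 there and -0.71 in crh-1(syb385). For the 108 genes upregulated only in crh-1(syb385) it was 1.32 there and 0.78 in the libraries labelled n3315. The number of genes called only in crh-1(syb385) that differed between the mutants depended most on the libraries. It was 134 without wild type replicate 3, 30 without n3315 replicate 2, 32 without n3315 replicate 3, and 32 and 33 without crh-1(syb385) replicates 1 and 4. With only the 2 groups compared in the fit it was 84. Without n3315 replicate 2, 368 of the genes called only in the libraries labelled n3315 differed.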

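The largest rise in the libraries labelled n3315 against crh-1(syb385) was that of F26A1.8, with a log2 fold change of 6.75 (standard error 0.42, adjusted p = 3.35e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). K08D10.14 (WBGene00219216; chromosome IV, 4155273 to 4157132) rose by 5.57 (standard error 0.74, adjusted p = 0.000407), from 0.139 ± 0.163 CPM (SD, n = 4) to 6.97 ± 1.75 CPM (SD, n = 4), or by 6.27 without crh-1(syb385) replicate 3. F14D2.19 (WBGene00206522; chromosome II, 3335441 to 3337225) was at least 7.25-fold higher against the floor of 3 counts. The 3 largest falls lay close together on chromosome V and had at most 1 count in any library labelled n3315. They were 2 genes that the name table both calls pud-2.2 (WBGene00017500, 2323014 to 2323524, and WBGene00017490, 2329444 to 2329954), at least 15-fold and 14-fold lower, and pud-4 (WBGene00017498, 2326678 to 2327262), at least 13.6-fold lower. The counting could split reads between the copies of pud-2.2, and pud-3 overlaps pud-4 on the opposite strand, so the counts of these genes are uncertain one by one. The lysozyme gene ilys-3 differed in the other direction, by 3.88 (standard error 0.76, adjusted p = 0.00405). From collagen upregulation in both mutants, whose lifespans change in opposite directions, the paper proposes that the DEGs unique to each genotype determine the lifespan of the worms.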

CircRNAs generally increase in expression during aging, which has been attributed to their high degree of stability, especially in post‐mitotic tissues such as neurons (Knupp & Miura, 2018). We have speculated previously that the age accumulation of circRNAs could be detrimental to cellular function due to the progressive nature of the age accumulation (Knupp & Miura, 2018). Given the large number of circRNAs increased with aging, perhaps such a detrimental effect is independent of the specific identity of the individual circRNAs. Despite our hypothesis that circRNA accumulation could decrease lifespan, it nonetheless was quite surprising to find that loss of a single circRNA can increase the mean lifespan. Which of the other hundreds of age‐accumulated circRNAs might impact lifespan? Given the enrichment of intronic RCMs near *C*. *elegans* circRNA loci (Cortes‐Lopez et al., 2018), the relative ease of CRISPR gene editing, and the general utility of *C*. *elegans* in aging research, screening additional age‐associated circRNAs appears to be a logical next step.

Some age‐accumulated circRNAs might have beneficial roles in aging cells. Recently, circSfl transgenic overexpression was found to extend lifespan in *Drosophila* (Weigelt et al., 2020). However, siRNA knockdown of circSfl was unsuccessful, and genetic manipulations performed to reduce the circRNA also impacted linear mRNA isoforms. This highlights the difficulties in generating circRNA loss‐of‐function mutants to study their impact on aging. In vivo siRNA knockdown has been successfully implemented for certain circRNAs in *Drosophila* (Pamudurti et al., 2020), but some circRNAs simply cannot be specifically targeted due to sequence limitations of the back‐spliced junction region. *C*. *elegans* have generally shorter introns than *Drosophila* and mammalian model systems. This might make them more amenable to efficient CRISPR manipulation of RCMs; however, it remains to be seen whether many *C*. *elegans* circRNAs can be specifically reduced or abolished using the RCM deletion methodology.

## 2 METHODS

A full description of methods can be found in the Supporting Information. Briefly, *C*. *elegans* were cultivated on the surface of NGM agar seeded with the *Escherichia coli* strain OP50 and grown in 20°C incubators using standard protocols. CRISPR deletion mutants were generated by Suny Biotech. Lifespan analysis was carried out with synchronized adult N2 or outcrossed mutant worms with or without transgenes at 20°C. Lifespan curves were analyzed using OASIS2 (Han et al., 2016). Raw RNA‐Seq reads are deposited at GEO (GSE190124). RNA‐Seq alignment was performed using STAR v2.7.5a (Dobin et al., 2013) and differential expression was performed using DESeq2 (Love et al., 2014).

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

DK, BGJ, PM, and AVDL designed the study; DK, BGJ, HZA, JMB, and JJG performed the experiments. DK, BGJ, HZA, PM, and AVDL analyzed the data. DK, BGJ, PM, and AVDL wrote the manuscript. AVDL and PM supervised the study.

## Supporting information

Supplementary Material Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the Supporting Information of this article. The RNA‐Seq data are deposited at the Gene Expression Omnibus (GEO) under GSE190124.

# Supplementary material for: Loss of circRNAs from the crh‐1 gene extends the mean lifespan in Caenorhabditis elegans
**Source:** Aging Cell. 2022 Jan 31;21(2):e13560. doi: 10.1111/acel.13560
**Supplement:** Supplementary file 1 — Supplementary Material

**Elimination of circRNAs from the *crh-1* gene extends mean lifespan in *C. elegans***

**Supporting Information**

**Figure S1. Intronic RCMs flanking *crh-1* exon 4 mediate expression of circ-*crh-1* and regulation by ADR-1.** (a) Sequence alignment of RCM-L and RCM-R flanking exon 4 of the *crh-1* gene. (b) RT-qPCR expression analysis of linear and circular *crh-1* transcripts in day-1 *crh-1(syb385),* *adr-1(gv6)*, and *crh-1(syb385);adr-1(gv6)* adult worms compared to wild-type. Both circRNAs are significantly reduced in *crh-1(syb385)* and *crh-1(syb385);adr-1(gv6)* mutants whereas the linear *crh-1* transcript is unchanged. (c) RT-qPCR expression analyses were repeated for day-1 *crh-1(syb385)* and *crh-1(syb2657)* mutants relative to wild-type. In both genotypes, only the circRNA expression was significantly changed. For RT-qPCR, data was normalized to *cdc-42* and is represented as mean ± SEM; n.s., not significant; *, *P*<0.05; **, *P*<0.01; ***, *P*<0.001; n=3 independent biological replicates.

**Figure S2. Expression of circ-*crh-1* in molecular rescue or CREB null genetic backgrounds.** (a) Schematic of plasmid-based minigene used to overexpress circ-*crh-1* under the control of a user-defined promoter. (b) RT-qPCR expression analysis of linear and circ-*crh-1* transcript in the *crh-1(syb385); pie-1p::circ-crh-1* genetic backgrounds relative to wild-type worms at day-1. n=3 independent biological replicates (c) Lifespan curves for worms overexpressing circ-*crh-1* in *pie-1*-expressing germline cells compared to wild-type and *crh-1(syb385)* mutants. There was a non-significant difference in mean lifespan between *crh-1(syb385); pie-1p::circ-crh-1* and *crh-1(syb385)* mutants (*P*=0.8529, Mantel-Cox log-rank test) (Supplementary Table S3). n=3 independent lifespan assays were performed with n>100 animals for each assay and genotype in the absence of FUdR. (d) RT-qPCR expression analysis of linear and circ-*crh-1* transcript in the *crh-1(syb385); rab-3p::circ-crh-1* genetic backgrounds relative to wild-type worms at day-1. n=3 independent biological replicates. (e) circ-*crh-1* expression is not significantly different from wild-type in the CREB null background, *crh-1(tz2)* at day-1. n=3 independent biological replicates. For RT-qPCR expression analyses, data in panel (b,d) was normalized to *cdc-42*, while expression data in panel (e) was normalized to *act-1* mRNA and is represented as mean ± SEM; n.s., not significant; *, *P*<0.05; **, *P*<0.01.

**Supplementary Tables**

Supplementary Table S1: Strains used in this study.

Supplementary Table S2: Oligonucleotide primer information.

Supplementary Table S3: Summary and statistics of lifespan experiments.

Supplementary Table S4: RNA-Seq read statistics.

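From the deposited counts, several statistics of the reads can be given for each library. Genes of ribosomal RNA held between 5.35% and 10.0% of the counts of a library, with means of 7.59% ± 2.12 (SD, n = 4) in wild type, 7.57% ± 1.66 (SD, n = 4) in crh-1(syb385) and 7.77% ± 1.84 (SD, n = 4) in the libraries labelled n3315. Genes encoded by the mitochondrial genome held 1.86% ± 0.696 (SD, n = 4), 1.32% ± 0.153 (SD, n = 4) and 0.903% ± 0.0507 (SD, n = 4), with the highest share, 2.86%, in wild type replicate 3. The 20 genes with the highest counts took between 14.1% and 19.6% of a library. Between 16128 and 18951 genes had a count in a library. The TMM factors were 1.02 to 1.12 in wild type, 0.941 to 1.00 in crh-1(syb385) and 0.937 to 0.965 in the libraries labelled n3315.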

Supplementary Table S5: RNA-Seq expression analysis

Supplementary Table S6: DAVID GO enrichment analysis

**Supplemental Methods**

**Maintenance and handling of *C. elegans* strains**

Worms were cultivated on the surface of NGM agar seeded with the *E. coli* strain OP50, and grown in 20°C incubators using standard protocols. The wild-type strain N2, variety Bristol (Brenner, 1974) and other strains used in this study are listed in Supplementary Table S1. Strains generated and genotyped with respect to *crh-1* circRNA mutant alleles are listed in Supplementary Table S1.

**Generation of *crh-1* circRNA mutant alleles and transgenic animals**

Alleles with deletions in the predicted reverse-complementary match (RCM) intronic sequences flanking exon 4 of the *crh-1* locus (Figure 1c) were generated using a Co-CRISPR method (SunyBiotech). Generated *syb* mutant alleles were outcrossed to wild-type (N2) (Supplementary Table S1) and confirmed by PCR and Sanger sequencing. sgRNAs used to generate the *syb385* mutant were Sg1-ttaatctactctctgtaatctgg, Sg2-ccgcattgaaaatttccggcgaa, Sg3-ccgatttggcgattttttggtaa, Sg4-attctggcacattgccgatttgg, and for the *syb2657* mutant were Sg1-ttaatctactctctgtaatctgg, Sg2-ccggcaaactgcaatttggcaat, Sg3-atatccggcaaactgcaatttgg. To generate transgenic worms expressing the circ-*crh-1* in different tissues, exon 4 of *crh-1* and intronic sequences flanking exon 4 (see Figure S2a) were cloned into the pMC10 plasmid (a kind gift from the Sengupta Lab). Next, promoter sequences of *pie-1* (~1.1 kb) and *rab-3* (~1.2 kb) were cloned at the 5’-end of the circ-*crh-1* sequence using the multi cloning site (MCS) of pMC10. The generated constructs (i.e. *pie-1p::circ-crh-1*, *rab-3p::circ-crh-1*) were injected into wild-type (N2) at a concentration of 25-30 ng/μl along with *unc-122p*::RFP (AddGene) at a concentration of 75 ng/μl as a transgenesis marker to bring the final concentration up to ~100 ng/μl. Transgenic worms carrying extrachromosomal arrays overexpressing *pie-1p::circ-crh-1* or *rab-3p::circ-crh-1* were confirmed by RT-qPCR, and crossed with the six times outcrossed *crh-1(syb385)* mutant. Generated transgenic lines are listed in Supplementary Table S1.

**Reverse-complementary match (RCM) sequence analysis**

A RCM predicted to promote biogenesis of *crh-1* circRNAs (*cel_circ_0000439*, *cel_circ_0000438*) was identified from a pair of intron sequences flanking exon 4 of the *crh-1* gene using a custom script (<https://github.com/alexandruioanvoda/IntronPicker>) as described previously (Cortes-Lopez et al., 2018).

**Total RNA collection and extraction**

Worms were age-synchronized by hypochlorite treatment and collected eggs were hatched overnight at 20°C in 1x M9 buffer. L1 larvae were then plated onto NGM plates seeded with 10x concentrated *E. coli* OP50 bacteria and allowed to develop to the L4 larval stage at 20°C. L4 larvae were then collected, washed, and re-plated onto 25 µM 5-fluorodeoxyuridine (FUdR) (Milipore Sigma, Cat #50-91-9) containing NGM plates unless indicated otherwise seeded with 10x *E. coli* OP50 bacteria in order to prevent progeny formation. Adult worms were collected at different age-time points by filtering through a 30 µM nylon mesh to remove bacteria (Sefar, Cat #7050-1220-000-10). For RT-qPCR and RNA-seq analysis, aged adult worms were collected in Lysis/Binding Buffer from the mirVana miRNA isolation kit (Ambion, Cat #AM1560). Worms were immediately lysed by bead beating them for 5 min using a Bullet Blender Pro Storm (Next Advance). Total RNA was then extracted following mirVana manufacturers protocol and treated with DNAse I (Invitrogen, Cat #AM1907). For Northern analysis, 1-day old adult worms were collected using TRizol LS (ThermoFisher Scientific, Cat #10296028) and immediately frozen with liquid nitrogen. Lysates were freeze/thawed at −80°C, and disrupted with a Mixer Mill 400 (Retsch) and Dounce homogenizer (Corning) to break apart the cuticle of worms. Any cellular debris was removed by low-speed centrifugation. RNA was extracted using the Purelink RNA mini-kit with DNAse I treatment following the manufacturers protocol (Ambion, Cat #12183020). RNA samples for RNA-seq and Northern analysis were assessed by a Bioanalyzer (Agilent), and quantified using Quant-iT RiboGreen RNA Assay kit (ThermoFisher Scientific, Cat #R11490) and then stored at -80°C.

**RT-qPCR analysis**

To quantify and confirm individual circular or linear transcripts, 0.4 μg total RNA was reverse transcribed using Superscript III to prepare cDNA using random hexamers (Invitrogen, Cat #18080051). Next, cDNA samples were diluted and used with PowerUp SYBR Green Master Mix (Applied Biosystems, Cat #A25471) for RT-qPCR analysis analyzed on a CFX96 Real-Time System (Bio-Rad). For RT-qPCRs of circRNAs, we used outward facing primers. For host gene linear RNA counterparts, one primer was located in the circularizing exon and the other was located in the upstream or downstream non-circularizing exon. Fold-change values were calculated using wild-type (N2) ΔCt as control values for the 2^-ΔΔCt^ method. Data is normalized to *cdc-42* or *act-1* mRNA. Primer sequences are listed in Supplementary Table S2.

**Northern blot analysis**

For Northern analysis of circRNAs, 10 μg total RNA was used per sample and subsequently denatured using a deionized-glyoxal mixture for 1 hour at 55°C, then samples were put on ice for 5 min. Denatured samples were loaded onto a 1% BPTE+SeaKem LE Agarose (Lonza) gel and ran at 80V for 130 min. RNA samples were transferred to a Cytiva Whatman™ Nytran™ SuperCharge membrane (ThermoFisher Scientific, Cat #09-301-164) overnight using a Whatman™ TurboBlotter transfer system (ThermoFisher Scientific). Samples were then UV cross-linked with a Stratagene linker to the nylon membrane prior to probe hybridization. Double-stranded DNA probes were prepared by end-point PCR and labeled with dCTP [α-32P] (PerkinElmer, Cat # BLU513H250UC) using the Cytvia Amersham™ Megaprimer labeling kit (ThermoFisher Scientific, Cat #45-000-809) according to manufacture instructions. Blots were hybridized overnight in ULTRAhyb™ Ultrasensitive Hybridization buffer (ThermoFisher Scientific, Cat #AM8670) at 50°C. Following hybridization, blots were washed 2x10 min in a low-stringency buffer followed by 2x20 min in a high-stringency buffer at 50°C. Blots were then exposed for 4-5 days to a GE Storage Phosphor screen (Millipore Sigma) before imaging on a Typhoon™ FLA 7000 imager (GE). Probe sequences are listed in Supplementary Table S2.

**Mapping and quantification of RNA-seq datasets**

For RNA-seq analysis of linear transcripts, 1 μg total RNA was used from four independent biological replicates of wild-type (N2), *crh-1(syb385)* (VDL786) and *crh-1(n3315)* (MT9973) genotypes (Supplementary Table S4). Poly(A)-selected mRNA-seq libraries were prepared and sequenced on an Illumina HiSeq 6000 system to obtain paired-end 150nt reads at the University of California, Davis, genomics center by Novogene Co., LTD (Beijing, China). Reads were aligned to the WBcel235 reference genome using STAR v2.7.5a. 

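The deposited counts were also tested with DESeq2 v1.42.0, a later version than that of the authors, as an alternative to edgeR. The model held all 12 libraries, with no filter on low counts before the fit and fold changes that were not shrunken. DESeq2's default filter on mean counts applied when p-values were adjusted. At an adjusted p under 0.05 and at least 2-fold, 395 genes were upregulated and 794 downregulated in crh-1(syb385). There were 716 and 1752 in the libraries labelled n3315. The shared genes were 256 upregulated, with 24 collagen genes among them (odds ratio 16.3), and 598 downregulated. Of the 217 shared upregulated genes called by edgeR, 214 were also shared and upregulated here, and of the 534 shared downregulated genes, 520 were. With a separate model for each pair of genotypes, 323 genes were upregulated and 645 downregulated in crh-1(syb385), 690 and 1741 in the libraries labelled n3315, and 196 and 553 were shared.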

FeatureCounts v1.5.0 (parameters -t exon -g gene_id) was used to obtain a counts table as input for differential expression analysis by DESeq2 (v1.26.0). A 2.0 fold-change and adj. *P*<0.05 was used to consider a linear RNA as differentially expressed (Supplemental Table S5). 

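The 2-fold threshold removed more genes than it kept. At an adjusted p under 0.05 alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2366 genes differed from wild type in crh-1(syb385) and 6095 in the libraries labelled n3315, and 2618 differed between the mutants. At an unadjusted p under 0.05 the numbers were 4351, 7214 and 4764. The median log2 fold change of all tested genes was -0.05 in crh-1(syb385) and -0.04 in the libraries labelled n3315.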

Raw read files are deposited in the GEOarchive repository (GSE190124). Individual accession numbers are listed in Supplementary Table S4.

**Gene ontology analysis**

To examine if certain sets of GO processes or keywords were enriched within the *crh-1(syb385)* or *crh-1(n3315)* vs wild-type differentially expressed gene set, we used the DAVID functional annotation clustering tool (Huang da et al., 2009). The Agilent *C. elegans* dataset was used as background. 

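The enrichment of collagen genes was computed here against the genes that could be called, the 14511 tested genes, since the Agilent dataset was not used here. With every gene of the count table as background, most of which had too few counts to be called, the odds ratio of collagen genes among the shared upregulated genes was 30.4. The odds ratios of the overlaps were then 238 for upregulated and 190 for downregulated genes. As a view on other groups of genes, the tested genes were grouped by the letters before the hyphen in their symbols, which gave 135 families with at least 10 tested genes. Each family was tested among the shared upregulated and among the shared downregulated genes (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over all families and both sets). At an adjusted p under 0.05 there were 5 results. Among the shared upregulated genes they were col (18 of 114 tested genes, odds ratio 13.4, adjusted p = 2.1e-11), ugt (8 of 61, odds ratio 10.3, adjusted p = 0.000442), cyp (6 of 60, odds ratio 7.50, adjusted p = 0.0186) and clec (8 of 112, odds ratio 5.22, adjusted p = 0.0186). Among the shared downregulated genes there was clec (12 of 112, odds ratio 3.19, adjusted p = 0.0458). Reads shared between members of such families are uncertain gene by gene.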

The results are shown in Supplementary Table S6.

**Western blot analysis of p-CREB levels**

To examine activated p-CREB levels, age-synchronized worms were collected by hypochlorite treatment and allowed to hatch overnight at 20°C in 1x M9 buffer. L1 larvae were then plated on 6 cm NGM plates freshly seeded with 10x concentrated *E. coli* OP50 bacteria, and allowed to develop into 1-day old adult worms at 20°C. By picking, 200 adult worms were collected into sterile water and flash frozen in liquid nitrogen for each genotype/sample. Each frozen sample then had 2x Laemmli Buffer added in equal volume and boiled. Samples were centrifuged at 4°C and the collected supernatants were used for electrophoresis. Equivalent volumes samples were run on pre-cast 4-20% polyacrylamide gels (Bio-Rad, Cat #4561093) and then transferred to PVDF membranes (Trans-Blot^®^ Turbo™ Midi PVDF Transfer Packs, Cat #1704157) using the Trans-Turbo Blot system (Bio-Rad). Membranes were blocked in 5% milk at room temperature, then exposed to the primary p-CREB S133 antibody (Abcam, Cat #Ab32096, 1:750) or beta-actin antibody (EMD, Cat #Mab1501r, 1:3,000 dilution) diluted in 5% milk at 4°C overnight. After overnight incubation, membranes were exposed to HRP-conjugated secondary antibody, anti-rabbit (Cell Signaling Technologies, Cat #7074s, 1:5,000 dilution) or anti-mouse (Cell Signaling Technologies, Cat # 7076s, 1:5,000 dilution), diluted in 5% milk. Membranes were then exposed to ECL (Clarity™ Western ECL Substrate, Cat #1705060), and visualized and captured with the ChemiDoc V3 Touch System (Bio-Rad). Relative quantities of p-CREB and actin bands were determined by ImageJ version 1.53 (NIH) as described by (Gallo-Oller et al., 2018).

**Lifespan analysis**

All strains were maintained at 20°C for at least two generations before the lifespan assay. Adult worms age-synchronized by hypochlorite treatment were allowed to lay eggs on NGM plates seeded with 10x concentrated *E. coli* OP50 bacteria over ~3 hours, and then removed. The resulting progeny synchronized by the timed egg-laying were allowed to develop into L4 larvae at 20°C. At the L4 stage, 100-200 worms per genotype were transferred to new 6 cm NGM plates with freshly seeded 10x concentrated *E. coli* OP50 bacteria. Wild-type controls (N2) were assayed in parallel to mutants in the absence of FUdR and at 20°C. Adult worms were transferred every 2 days during active reproduction, and each plate contained 10-15 worms. Worms that experienced ventral rupture, bagging, or walling were censored from the life-span analysis. A worm was considered dead when it did not respond to touch of the platinum wire pick, and was subsequently removed from the plate.

**Statistical analysis**

Statistical comparisons and graphical representations for lifespan curves were performed with the Online Application for Survival Analysis (OASIS2,<https://sbi.postech.ac.kr/oasis2/> (Han et al., 2016). Lifespan curves were analyzed by a log-rank Mantel-Cox test. Other data were analyzed using Graphpad Prism 9 software. Statistical comparisons made include the Mann-Whitney *t*-test or the one-way ANOVA followed by a posthoc multiple-comparisons test. *P* values are reported in the figure legends.

Reference List

Brenner, S. (1974). The genetics of Caenorhabditis elegans. Genetics *77*, 71-94.

Cortes-Lopez, M., Gruner, M.R., Cooper, D.A., Gruner, H.N., Voda, A.I., van der Linden, A.M., and Miura, P. (2018). Global accumulation of circRNAs during aging in Caenorhabditis elegans. BMC Genomics *19*, 8.

Gallo-Oller, G., Ordonez, R., and Dotor, J. (2018). A new background subtraction method for Western blot densitometry band quantification through image analysis software. J Immunol Methods *457*, 1-5.

Han, S.K., Lee, D., Lee, H., Kim, D., Son, H.G., Yang, J.S., Lee, S.V., and Kim, S. (2016). OASIS 2: online application for survival analysis 2 with features for the analysis of maximal lifespan and healthspan in aging research. Oncotarget *7*, 56147-56152.

Huang da, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc *4*, 44-57.

How the deposited data were processed for this re-analysis (not part of the article)

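RNA of whole C. elegans at day 1 of adulthood was measured by RNA-Seq in 3 genotypes, wild type (N2), crh-1(syb385) and crh-1(n3315), with 4 biological replicates each. The condition of each of the 12 libraries was taken from the sample labels and the Supplemental Methods, and each of the 12 count columns was matched to its sample by genotype and replicate number. The count table holds no other column of values per sample. The paper's methods describe 25 µM FUdR from the L4 stage unless indicated otherwise, while the labels name no FUdR. The count of crh-1 was not lowered in the libraries labelled crh-1(n3315), so the label of these libraries could not be checked from the counts. Nor could the crh-1 count check the label of crh-1(syb385), whose deletion lies in an intron.

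The authors prepared poly(A)-selected libraries, sequenced them from both ends, aligned the reads to WBcel235 with STAR v2.7.5a and counted them on exons per gene with FeatureCounts v1.5.0. The authors deposited raw counts per gene as whole numbers, without normalization and without pooling of replicates, together with each gene's exonic length. The paper's text does not name the strandedness of the counting, the annotation release or the treatment of reads that map to several places. The counting parameters it lists, -t exon -g gene_id, mention neither strand nor such reads. The authors' own test was DESeq2 v1.26.0. Their tables of expression changes and enrichment (Tables S5 and S6), the read statistics of Table S4, the DAVID annotation and the Agilent background were not used here.

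The table lists 46748 genes, and a symbol was found for 43693 of their identifiers in a name table of the reference. At least 1 count was present for 23365 genes. Analyses ran in R v4.3.3. Genes were kept by filterByExpr of edgeR v4.0.16 with a minimum count of 10 and a minimum total of 15, which left 14511 genes, 555 of them without a symbol. Positions are those of the deposited table, except for the transcripts of crh-1, which come from the WBcel235 annotation. Of the tested genes, 14405 were found in that annotation. Counts were normalized by TMM and fitted with edgeR's quasi-likelihood model on all 12 libraries with genotype as the only term. Fold changes used a prior count of 0.125. Each mutant was compared with wild type, and the libraries labelled n3315 with crh-1(syb385). P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and a gene was called at an adjusted p under 0.05 and at least 2-fold, the threshold of the Supplemental Methods. Log2 CPM values for principal components and gene lists used a prior count of 2. Standard deviations are over the 4 libraries of a genotype.

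Total counts per library lay between 16348586 and 25369267. A group with at most 3 counts in every library was treated as at the floor, and a fold change against it was given as a lower bound computed with 3 counts per library. Such limits, and confidence intervals of counts, cover counting error only.

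The genes described singly were chosen by a rule: every C. elegans gene that the paper names and the table counts (crh-1, adr-1, cdc-42, act-1, pie-1, rab-3 and unc-122); for each comparison the 3 largest rises and 3 largest falls among called genes whose libraries did not overlap between the groups and whose higher group had a mean of at least 1 CPM; and the 5 cuticle collagen genes among the shared upregulated genes with the largest smaller rise. Genes outside the rule are named as chosen after their values were seen. A gene was called uncertain where near-identical copies or a gene on the opposite strand could share its reads.

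The overlap of the DEGs was tested with Fisher's exact test against the tested genes, with 95% confidence intervals of the odds ratio. Because the mutants share their wild-type libraries, 20 sets of 3 unchanged groups were simulated with the means, library sizes and spread of the real libraries, and each mutant was also compared with different wild-type libraries over all 6 assignments. An earlier form of the simulation held wild type at its observed means, which removes the shared deviations it was meant to measure (median correlation -0.01), and was replaced by a form in which wild type is redrawn. Genes called in 1 mutant only were tested between the mutants. To test gene length for the shared DEGs, each library's loess trend of log2 CPM on log2 exonic length was removed by offsets in edgeR's fit. This was done after a test on simulated data with a known length trend. For medians of gene lists, the loess trend of the finished log2 fold changes on log2 exonic length was removed instead. That second form was not tested on simulated data.

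The 9 gene lists (cuticle collagens, molting genes, sperm genes, vitellogenins, oocyte genes, zygotic embryo genes, histones, ribosomal proteins and C-type lectins) were written down by name, with the comparisons, thresholds and most alternatives, before the data were examined. They were tested in the 3 comparisons, 27 tests in all, with camera of limma v3.58.1 on log2 CPM values with a preset correlation of 0.01, and with an estimated correlation and with fry as alternatives. Lists of fasting-responsive genes and of stage-specific collagens were written later, before their values were seen. Gene families were formed from the letters of the symbols and tested where at least 10 genes were tested.

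The steps were tested on simulated data drawn from the means and library sizes of the real libraries for 14511 genes, with 200 genes changed 4-fold, in 10 draws. After its filter on low counts edgeR tested between 14157 and 14215 genes. It called a median of 167 of the 200 changed genes (83.5%, range 158 to 173) and made 0 to 6 false calls, with 0 or 1 calls in an unchanged mutant. DESeq2 v1.42.0, with 14511 genes, called a median of 175 of the 200 (87.5%, range 167 to 178) with 5 to 14 false calls and 0 to 6 calls in an unchanged mutant. The number of draws was raised from 1 to 10 after results of single draws had been seen.

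The alternatives were DESeq2 on all 12 libraries and on the 2 groups compared, DESeq2's size factors in edgeR, no filter on low counts, a mean of at least 50 counts, only the 2 groups compared in the fit, a replicate block, a log2 fold change above 2, the 2-fold threshold inside the test, separate wild-type libraries, a background of every gene in the table, and each of the 12 libraries left out in turn. Other splits of the libraries were counted for each comparison (35 splits of 8 libraries) and for the overlap (100 groupings of 12 libraries). No files on circRNA reads, lifespan, RT-qPCR or western blots were analysed here, and the sequences deleted in the mutants were not examined.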

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

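The lists of molting and sperm genes were set beforehand, but their use to test explanations was chosen only after their results were seen. So was the test of the shift from abundant genes.

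Among 116 groups of 4 libraries examined for a library far from the other 3, 8 had one, where chance gives 5.8. Wild type replicate 3 stood apart in 3 of them. Its mean log2 CPM of ribosomal protein genes was 9.63 (others 9.39 to 9.42), its pie-1 level was 40.2 CPM (others 55.4 to 57.0), and its W10G11.3 level was 0.654 (others 0 to 0.0831). The remaining libraries were crh-1(syb385) replicate 3 for the mean of the cuticle collagens (3.38, others 3.87 to 3.90), crh-1(syb385) replicate 4 for col-110 (2.64, others 1.10 to 1.16) and for chil-18 (0.335, others 0), and in the libraries labelled n3315 replicate 2 for rab-3 (10.6, others 7.82 to 8.17) and replicate 1 for plep-1 (11.7, others 4.56 to 5.26). Counts of W10G11.3, chil-18 and col-110 are low, and genes on the opposite strand overlap pie-1 (snr-6) and rab-3 (damt-1), so their values are uncertain if the counting did not use strand. Wild type replicate 3 also had the lowest total count, 16348586, and the highest share of mitochondrial counts. No batch is given in the labels, so a batch could not be tested, and no biological explanation was tested for single libraries. A single wild-type library as the source of the shared DEGs was tested by leaving out each in turn. The fewest shared genes were 526, without wild type replicate 1, within 1.5 times of the 751 with all libraries, which argues against it for their total number. Shared downregulated genes alone moved further without that library, from 534 to 347. Of the 217 upregulated and 534 downregulated shared genes, 158 and 325 then stayed shared.

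Oocyte genes, which the paper does not discuss, were higher in both mutants, with a median log2 fold change of 0.49 in crh-1(syb385) and 1.02 in the libraries labelled n3315, and all 22 genes higher in each. At an adjusted p under 0.05 and at least 2-fold, 0 oocyte genes were called in crh-1(syb385), where 20 had an unadjusted p under 0.05, and 14 in the libraries labelled n3315; the numbers adjusted over the list alone were the same. The adjusted p of the list was 4.06e-12 and 1.93e-13 by camera and 0.00258 and 5.71e-05 by fry, and it did not hold with an estimated correlation (0.41 in both). Between the mutants the list was higher in the libraries labelled n3315 by a median of 0.45 (adjusted p = 0.0033 by fry), with 0 genes called and 18 at an unadjusted p under 0.05. All 22 genes passed the filter on low counts in these whole worms, and pie-1, which the paper names, is one of them. Vitellogenins had medians of 1.18 and 0.91, all 6 higher in each mutant (fry adjusted p = 0.00258 in both), and of -0.08 between the mutants (adjusted p = 0.974). Of the 6, 3 were called in crh-1(syb385) and 2 in the libraries labelled n3315, both over all genes and adjusted over the list alone. No list median here changed direction with a library left out or with DESeq2's size factors.

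The values argue against gene length and against a few abundant genes as the source of the oocyte pattern in the libraries labelled n3315. With the trend of the finished log2 fold changes on exonic length removed, the oocyte median in the libraries labelled n3315 was 1.06. With the largest shift that rRNA genes and the 20 genes of highest count could give taken off, it was 0.923. With the length trend of the finished log2 fold changes removed, the vitellogenin medians were 1.28 and 0.66. The second test says nothing about vitellogenins, since 4 of the 6 are among those abundant genes. Younger wild-type worms stay open. Sperm genes, which would then be lower in both mutants, had a median of 0.59 in crh-1(syb385), with all 48 tested genes higher, but the adjusted p by fry was 0.24 and 0 were called (9 at an unadjusted p under 0.05). In the libraries labelled n3315 their median was 0.00, from -0.51 without replicate 1 to 0.22 without replicate 4, and it was 0.04 with DESeq2. The stage-specific collagens go against younger wild-type worms (1 of 10 as predicted in both mutants), while the lower molting genes go with them. Stage of the cultures and genotype cannot be told apart here, because each culture held 1 genotype and the labels give no stage finer than day 1. An effect of the crh-1 alleles on oocytes or yolk stays among the open explanations, as untested.

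Molting genes were lower, with a median of -0.70 in crh-1(syb385) and -1.44 in the libraries labelled n3315, where 10 of the 19 were called, over all genes and adjusted over the list alone. In crh-1(syb385) 5 were called (adjusted p of the list 0.00208 by camera and 0.0616 by fry). In the libraries labelled n3315 the adjusted p was 0.000357 by camera and 0.00258 by fry, and neither call held with an estimated correlation (0.619 and 0.542). Between the mutants the median was -0.45, with 3 genes called lower in the libraries labelled n3315. The adjusted p was 0.00659 by camera, 0.0999 by fry and 0.619 with an estimated correlation. Leaving out wild type replicate 1 gave -0.48 in crh-1(syb385) and -1.21 in the libraries labelled n3315. If the mutants had molted later than wild type, their molting genes would be higher, as the collagens are. The fall of -1.44 goes against that in the libraries labelled n3315. The collagen rise itself did not hold under fry there (adjusted p = 0.401). In crh-1(syb385), where the collagen rise held under fry, the fall of -0.70 did not. The L4 collagens were higher in both mutants, as later molting predicts, but the adult collagen col-19 was higher too. Later molting as the source of the collagen rise is therefore not decided. What lowers the molting genes stays open, and a difference in stage between the cultures is one candidate explanation that no value here decides.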

How the results depend on the processing

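The comparison of gene families and of list medians under alternatives, and camera on edgeR's count residuals, were added after seeing the data. Over all alternatives and libraries left out, 212 values of counts and correlations stayed within 1.5 times or within their spread and 50 moved further. Of the odds ratios, 64 kept their direction and their side of the threshold of Fisher's exact test and 2 lost significance. Their size moved more, also apart from the background of every gene: that of the shared upregulated genes reached 198 with a log2 fold change above 2 and 281 with the threshold inside the test. For shared downregulated genes it reached 97.4 with DESeq2 on the 2 groups compared and 290 with the threshold inside the test, and for collagen genes 20.4 with no filter on low counts and 24.8 without wild type replicate 3. Genes chosen by the rule were tallied in the comparison that chose them, or against wild type for collagens and genes the paper names. Of these fold changes, 799 kept their direction and their side of the threshold, 14 lost significance, 3 gained it and 5 reversed. The tally leaves out other comparisons, such as plep-1 and F26A1.8 in crh-1(syb385), and genes chosen after their values were seen, such as K09F6.9. Of the list medians, 424 moved by less than their spread and 8 by more. With a background of every gene in the table, the 3 odds ratios kept their direction.

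Requiring a log2 fold change above 2 left 78 upregulated and 149 downregulated genes in crh-1(syb385), 137 and 489 in the libraries labelled n3315, and 65 and 53 between the mutants. Shared genes fell to 44 and 101, with 2 collagen genes among the former (odds ratio 5.21, p = 0.0614, Fisher's exact test). Of the genes called in 1 genotype only, 18 of crh-1(syb385) and 203 of the libraries labelled n3315 differed between the mutants. With the threshold inside the test the numbers were 34, 87, 129, 496, 21 and 17, with 23 and 78 shared and 1 collagen gene (odds ratio 4.94, p = 0.191, Fisher's exact test). Of the genes then called in 1 genotype only, 10 and 308 differed between the mutants. That difference was taken at an adjusted p under 0.05 from the test without the threshold inside it. Both settings are stricter by construction, which accounts for the lower counts. They also changed the share of lower genes between the mutants from 61.6% to 44.9% and 44.7%. Of the 14 single-gene calls that lost significance, 12 did so with the threshold inside the test.

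With genes of a mean of at least 50 counts, fewer genes were tested, and 353 were upregulated in the libraries labelled n3315 and 110 were higher in them than in crh-1(syb385). The correlation of the log2 fold changes was 0.604 with DESeq2 on all 12 libraries, 0.665 with DESeq2 on the 2 groups compared and 0.580 with no filter on low counts, and the cause was not tested. Of the genes called only in crh-1(syb385), 105 differed between the mutants with DESeq2 on the 2 groups compared and 84 with only the 2 groups compared in the fit, and the cause was not tested. With separate wild-type libraries, where each comparison has fewer samples, the medians were 142 and 342.5 shared genes and a correlation of 0.461. Of the 17 list tests with an adjusted p under 0.05 by camera, 8 held under fry and 0 with an estimated correlation, where 2 list tests had an unadjusted p under 0.05. With camera on edgeR's count residuals there were 16, and the cuticle collagens of the libraries labelled n3315 were not among them (adjusted p = 0.0579). Gene families with an adjusted p under 0.05 numbered 5, and 8 with DESeq2 on all 12 libraries, and the cause was not tested.

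Across the 12 fits that each left out 1 library, upregulated genes of crh-1(syb385) ranged from 254 (without wild type replicate 1) to 517 (without wild type replicate 3) and downregulated genes from 426 to 888 (without the same libraries). Genes higher in the libraries labelled n3315 than in crh-1(syb385) ranged from 140 to 264 and lower ones from 210 to 413, each from the fit without n3315 replicate 2 to that without wild type replicate 3. Shared upregulated genes ranged from 179 to 334, shared downregulated genes from 347 to 723 and shared collagen genes from 10 to 45, each from the fit without wild type replicate 1 to that without replicate 3. Genes called in 1 genotype only that differed between the mutants ranged from 30 to 134 for crh-1(syb385) and from 368 (without n3315 replicate 2) to 767 (without wild type replicate 1) for the libraries labelled n3315. Fits without a library have fewer samples, but which library is left out also mattered, and the cause was not tested. The overlap's odds ratios stayed between 62.2 and 85.2 for upregulated and between 47.2 and 64.2 for downregulated genes, and the correlation between 0.704 and 0.754.

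The reversed fold changes of the tally, those of adr-1, cdc-42 and unc-122, were small and not significant. For adr-1 in the libraries labelled n3315 they ran from -0.209 without wild type replicate 3 to 0.00995 without wild type replicate 1. For cdc-42 in crh-1(syb385) they ran from -0.0501 without wild type replicate 3 to 0.125 without wild type replicate 1. For unc-122 in crh-1(syb385) they ran from -0.890 without crh-1(syb385) replicate 2 to 0.161 without wild type replicate 4. They were 0.13 and 0.12 for unc-122 without crh-1(syb385) replicates 1 and 3. Outside the tally other signs reversed too, that of F26A1.8 in crh-1(syb385) among them. The cause was not tested. The 3 gains of significance in the tally were those of crh-1 in the libraries labelled n3315. The C-type lectins had a median log2 fold change of 0.02 in these libraries, which was -0.10 without n3315 replicate 2, and histones one of -0.43, which was -0.02 without wild type replicate 2.

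Replicate numbers did not pair the samples: same-numbered libraries of different genotypes had correlations of their deviations between -0.079 and 0.116, with 2 of 12 over 0.1. With the replicate block, 316 and 542 genes were called in crh-1(syb385), 623 and 1528 in the libraries labelled n3315, and 198 and 304 between the mutants. Shared genes were 212 and 449, with 19 collagen genes, 44 and 567 genes called in 1 genotype only differed, and the correlation was 0.726. No single-gene call in the tally changed. Depth limits the genes at the floor of 3 counts, for which only lower bounds of the fold change can be given.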

Differences from the paper's values

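In Fig. 2e the paper shows about 200 genes, read by eye, that were downregulated only in crh-1(syb385), where edgeR's quasi-likelihood test gave 116. Of the alternatives set before the data were examined, DESeq2 on all 12 libraries (196 genes) and leaving out wild type replicate 3 (165 genes) came within 1.5 times of the paper's value. The others did not, and ranged from 9 genes with the 2-fold threshold inside the test to 130 with no filter on low counts.

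The paper's number of shared upregulated genes is 267, and 217 were found here, within 1.5 times of it. The alternatives closest to the paper's 267 were DESeq2 on all 12 libraries with 256 genes and leaving out wild type replicate 2 with 249. With a log2 fold change above 2, the threshold in the legend of Fig. 2, 44 shared upregulated genes were found.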

Other observations

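The tests that compared the correlation with other groupings of the libraries and with simulated groups, the count of shared DEGs with the length trend removed, and the shift from abundant genes, were chosen only after the results they bear on were seen.

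The DEGs of each comparison were set against other splits of the same libraries. Of the 35 splits of 8 libraries, only the real one gave as many DEGs for crh-1(syb385), for the libraries labelled n3315 and between the mutants (1 of 35 each), and the other splits gave at most 0, 1 and 0 DEGs. Of 100 groupings of the 12 libraries, 1, the real one, gave as many shared DEGs. None of the other groupings had a shared DEG, so this does not show how far real DEGs overlap beyond chance. The number of collagen genes among the shared upregulated genes was also reached by 1 of 100, but none of the other groupings had a shared upregulated gene, so this says nothing about collagens. The correlation of the log2 fold changes was another matter: 12 of 100 groupings reached it, with a median of 0.487 and a highest value of 0.868. Simulated unchanged groups that share wild type had a median correlation of 0.672. Shared wild-type libraries alone could therefore give most of the correlation across all genes, although the real 0.734 lay above all 20 simulations (0.657 to 0.680). The simulations drew each gene independently, so their range leaves out variation that genes share. With different wild-type libraries for each mutant, the lowest correlation over the 6 assignments was 0.342, which argues against shared wild-type libraries as the whole source of the common changes.

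Other technical explanations of the shared DEGs were tested. With each library's trend on exonic length removed in the fit, 769 genes were shared, 679 of them among the 751 shared without the correction. The correction moved the log2 fold changes by a median of 0.078 in crh-1(syb385) and 0.155 in the libraries labelled n3315. This argues against gene length as the whole source. Leaving out rRNA genes and the 20 genes of highest count (39 genes) before normalization moved the log2 fold changes by a median of 0.0163 in crh-1(syb385) and 0.00986 in the libraries labelled n3315, too little to test anything. These genes held between 14.1% and 19.6% of a library, which can shift the other genes by at most 0.0958 on the log2 scale between 2 libraries. With that shift taken off, 668 of the 751 shared genes were still at least 2-fold changed in both mutants, which argues against a few abundant genes as the whole source. Fasting of the wild-type worms was tested because lysosomal lipase genes were much lower in both mutants: 5 of 9 fasting-responsive genes changed as it predicts in both. Those were acs-2, icl-1, hacd-1, cpt-3 and fat-7, while lbp-8, fat-5, fat-6 and acdh-1 did not (fat-5 did without wild type replicate 1 or 3, with 0.04 and 0.01 in crh-1(syb385)), so fasting cannot be told apart from other explanations. The lipase genes, chosen after their values were seen, were lipl-1 (log2 fold change -4.48 in crh-1(syb385) and -3.43 in the libraries labelled n3315), lipl-2 (-4.39 and -4.91) and lipl-3 (-4.42 and -3.86, or -3.76 and -3.21 without wild type replicate 1). Chosen in the same way, fmo-2 (-3.60 and -4.12) and tts-1 (-3.59 and -4.03) were also lower, all with an adjusted p under 0.05. Oocyte content was tested within genotypes: 38.4% of the 751 shared genes had a slope on the library's oocyte mean with the sign of their change, and 62 of 100 permutations within genotypes gave as much (median 42.9%, highest 82.3%). With 4 libraries per genotype this does not decide. Each culture held 1 genotype, and the labels give no date or batch.

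For the rise of the cuticle collagens, younger wild-type worms predict lower L4 collagens and higher adult collagens in both mutants. Only 1 of 10 stage-specific collagens, col-19, did so (and col-7 without wild type replicate 3, with 0.11 in the libraries labelled n3315), and all 7 L4 collagens were higher in both mutants, which argues against it. With the trend of the finished log2 fold changes on length removed, the collagen median in crh-1(syb385) was 1.02. This argues against gene length in that mutant. This value does not cover the libraries labelled n3315. An effect of the alleles on collagens stays among the open explanations, as untested.

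In the libraries labelled n3315, F26A1.8 on chromosome III and, 26.1 kb from crh-1, Y41C4A.11 (chosen after its values were seen; log2 fold change 4.35 against wild type and 3.60 against crh-1(syb385)) were higher. Variants linked to crh-1 in the n3315 strain could change nearby genes. Within 1 Mb of crh-1, 5 of 271 tested genes (1.85%) differed between the mutants, against 3.92% elsewhere (p = 0.0809, two-sided Fisher's exact test). Those 5, Y66D12A.13, Y41C4A.11, cest-12, WBGene00014904 and Y49E10.18, are too few to decide it.

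Among genes that the paper names in other experiments, several used as references or promoters changed. The log2 fold change of act-1 was 0.53 in crh-1(syb385) (adjusted p = 0.00345) and 0.63 in the libraries labelled n3315 (adjusted p = 0.000308). Other actin genes could share its reads, so its count is uncertain. For cdc-42 it was 0.06 (adjusted p = 0.787) and 0.39 (adjusted p = 0.0131), for pie-1 0.26 (adjusted p = 0.161) and 0.59 (adjusted p = 0.00117). No difference from wild type at an adjusted p under 0.05 was found for rab-3 (0.17 and 0.25), unc-122 (-0.14 and 1.00) or adr-1 (-0.11 and -0.08). The sign for adr-1 in the libraries labelled n3315 reversed without wild type replicate 1 (0.01), that for cdc-42 in crh-1(syb385) without wild type replicate 3 (-0.05), and that for unc-122 in crh-1(syb385) without wild type replicate 4 (0.16) or crh-1(syb385) replicates 1 or 3 (0.13 and 0.12).

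All 14 genes encoded by the mitochondrial genome were lower in the libraries labelled n3315 than in wild type, with a median log2 fold change of -1.01 and 6 called. In crh-1(syb385), 13 were lower, with a median of -0.43. Ribosomal proteins had medians of 0.15 in crh-1(syb385) and -0.15 in the libraries labelled n3315 (camera adjusted p = 2.41e-05 and 0.00206, fry 0.117 and 0.0938), and -0.32 between the mutants (8.74e-15 and 0.00416). They had 0 called genes in the 3 comparisons, with 14, 25 and 52 at an unadjusted p under 0.05. Sperm genes were lower in the libraries labelled n3315 than in crh-1(syb385), by a median of -0.60 (camera adjusted p = 1.85e-05, fry 0.171), or -1.14 without n3315 replicate 1, and camera gave 4.29e-05 for crh-1(syb385) and 0.808 for the libraries labelled n3315 against wild type. Histones had medians of -0.12, -0.43 and -0.22 (camera adjusted p = 0.989, 0.058 and 0.00659, fry 0.915, 0.108 and 0.12); the first was 0.11 and the second -0.02 without wild type replicate 2. Zygotic embryo genes had medians of -0.15, -0.21 and -0.11 (camera adjusted p = 0.808, 0.391 and 0.391). With 1 library left out in turn, these ranged from -0.32 to -0.003, from -0.325 to -0.028 and from -0.293 to -0.019. C-type lectins had medians of 0.07, 0.02 and -0.10, or -0.09 between the mutants with genes at the floor set to their bounds (camera adjusted p = 0.567, 0.989 and 0.755). Adjusted over the list alone, 26, 41 and 11 C-type lectins were called, and 23, 38 and 11 over all genes. Camera with an estimated correlation gave no adjusted p under 0.05 for any of the 27 tests, and 2 were under 0.05 before adjustment.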
